A study of Mus musculus with 2 samples. Its data were reported in "PARK7/DJ-1 deficiency impairs microglial activation in response to LPS-induced inflammation" (2024).

How the data were processed

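Microglia were isolated from the brains of PARK7/DJ-1 knockout (KO) and wildtype (WT) mice 24 h after an injection of lipopolysaccharide (LPS), a bacterial membrane component that triggers systemic inflammation. Cells with the surface profile CD11b+CD45int were collected by fluorescence-activated sorting and encapsulated by Drop-seq, a droplet method in which barcoded beads capture the 3' ends of transcripts and unique molecular identifiers (UMIs) mark single transcript molecules. The genotype labels gave 2 groups, called KO LPS and WT LPS, with 1 library per genotype. Each library pooled 2 mice. No replicate library was at hand, and no untreated library was used here.

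The authors deposited 1 matrix per library of raw counts, that is UMIs per gene and cell barcode, without normalisation. Both deposited count matrices held 9999 barcodes and were not filtered to cells: 167 barcodes of KO LPS and 3 of WT LPS had 0 UMIs. Genes listed for only 1 library carried missing values in the other. The KO LPS matrix listed 13921 genes and had missing values for 5616, and the WT LPS matrix listed 16501 and had missing values for 3036. Missing values were read as 0. The aligner, the counting program, the genome build and the annotation were not stated for the single-cell data. Whether counting used the strand was not stated either, so that counts of genes which overlap others are uncertain. All per-cell columns were assigned to a library by their names.

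Cells were called as in the emptyDrops method of DropletUtils, the package named in the study's methods, which was rewritten in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). The ambient profile was taken from barcodes with 100 UMIs or fewer. Each remaining barcode was compared with it by 10000 Monte Carlo draws, at a Benjamini-Hochberg adjusted p of at most 0.01, and barcodes above the knee of the rank curve were kept (1309 UMIs in KO LPS and 1168 in WT LPS). The stated filters followed: at least 100 genes per cell and genes present in at least 3 cells. Doublets were left in, as no removal was stated. As an alternative, barcodes called by Scrublet (scanpy 1.11.5) were removed, which applied to 19 cells of KO LPS (2.87%) and 2 cells of WT LPS (0.0966%). The WT LPS rate is too low to show that doublets were found.

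UMIs were summed over the cells of each library and given per 1e6 UMIs of the library (CPM). Poisson intervals (95%, exact) were given for levels, exact conditional binomial intervals for ratios and exact Clopper-Pearson intervals for shares of cells. These cover counting error only, and no test between genotypes was made. The log2 ratio of KO LPS over WT LPS used a prior count of 0.5. For a gene with 0 UMIs, a floor of 3 counts in that library gave a lower bound of the fold difference. Gene lists were summarised by the median log2 ratio of genes with at least 20 UMIs over both libraries, with an interval from 1000 Poisson resamplings, and by the percentile of this median among 10000 random lists matched on mean expression in 20 bins.

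There were 20 gene lists. The 8 state lists covered homeostatic microglia, inflammatory response, type I interferon response, type II interferon response, DNA replication and repair, mitosis, nuclear-retained and splicing transcripts, and antioxidant response. The others covered immediate early and dissociation genes, monocytes, neutrophils, border macrophages, T or NK lymphocytes, B lymphocytes, erythroid cells, astrocytes, oligodendrocytes, endothelial cells, neurons and choroid plexus. They were written from general knowledge and from the genes that the study text names. Some of these had been picked by the study on these same libraries. Older gene symbols were matched through a RefSeq gene table. Of the type II interferon list, 22 of 25 genes were in the matrices.

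Individual genes were named by a fixed rule: Park7, genes that the study text names for its clusters or from its other experiments, the 5 highest and 5 lowest log2 ratios among genes with at least 200 UMIs, and the highest and lowest gene of each state list with at least 50 UMIs. Coordinates are GRCm39 (GENCODE vM39), found by gene symbol. Not every gene that the rule picks is described or drawn.

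For shares of cells, every cell was thinned without replacement to 500 UMIs and shallower cells were left out. A cell was counted with at least 3 UMIs of a list, or 1 UMI for the DNA replication and repair and mitosis lists. The background was the share that droplets of 500 UMIs drawn only from the ambient profile would reach. Clustering used Seurat 5.3.0 in R 4.3.3 with log-normalisation, scaling, 2000 variable genes, principal components 2 to 20, a shared neighbour graph and Louvain clustering at resolution 0.8. Genes whose CPM differed by over 1.5-fold between libraries were left out, so that cluster sizes were not set by them. The MAST test of the study was not run, because cells of 1 library are not replicates.

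The calculations were tested on simulated data with the real means and library sizes. Counts were drawn with counting error alone, unchanged lists were random genes, and empty droplets were drawn from the ambient profile without extra spread. The rates below therefore do not cover variation between libraries or genes that vary together. With 200 of 9340 genes changed in KO LPS against WT LPS, 98.5% of the 197 changed genes with at least 20 UMIs had the right direction, and 96.5% of intervals held the true ratio. Unchanged lists fell outside the 2.5 to 97.5 percentiles in 3.0% of draws. The cell test recovered 88.4% of 543 cells, which had been chosen among called cells, and called 0.4% of 1000 empty droplets.

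The alternatives, the gene lists and the naming rule were fixed before the data were examined. They changed the stringency of cell calling, doublets, scaling, the weight of cells, ambient UMIs, the sex of the cells, the minimum count, the summary of a list, the thinning depth and the clustering settings. The ambient share was estimated as 31.3% of the cell UMIs in WT LPS, and it was held at 50% in KO LPS, the highest value allowed. The mitosis list without the 3 cells of each library with most mitosis UMIs was added after the data had been seen. The gene Ifi214 of the study text was not analysed here.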

Results

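Single-cell transcriptomes of microglia, the resident immune cells of the brain, were compared between PARK7/DJ-1 KO and WT mice, all labelled as injected 24 h earlier with lipopolysaccharide (LPS), a bacterial component that triggers systemic inflammation. The cells were sorted as CD11b+CD45int and captured by Drop-seq, in which each cell shares a droplet with a barcoded bead and unique molecular identifiers (UMIs) mark transcript molecules. Levels are given in CPM, the UMIs of a gene per 1e6 UMIs of its library. The comparison asks how the loss of DJ-1, a protein linked to familial Parkinson's disease, alters the state of microglia under systemic inflammation. There was 1 library per genotype and each pooled 2 mice. There are no replicates, the intervals below cover counting error only, and genotype cannot be separated from library. No test between the genotypes was made and no p-values are given.

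The KO LPS matrix held 684738 UMIs and the WT LPS matrix 3063795 UMIs. At least 100 genes were present in 676 barcodes of KO LPS and 3618 barcodes of WT LPS. The ambient test and the gene filter left 661 cells in KO LPS and 2071 cells in WT LPS. Under a threshold of 1000 UMIs per cell, the alternative that moved these numbers most, 148 and 770 cells were left. The cells of KO LPS held 473103 UMIs, which was 69.1% of that library, and those of WT LPS held 2187593 UMIs (71.4%). The median depth was 480 UMIs and 350 genes per cell in KO LPS, against 769 UMIs and 529 genes in WT LPS. Of the genes, 12696 were present in at least 3 cells and 9340 had at least 20 UMIs over both libraries. The median log2 ratio of these 9340 genes was 0.03 with an SD of 1.17, where counting error alone would give an SD of 0.463. Across genes, which are not independent replicates, Spearman's rho of the CPM values was 0.793.

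The knocked-out gene was examined first. Park7 (chromosome 4, 150981579 to 150998903, minus strand) had 1 UMI in KO LPS and 336 UMIs in WT LPS. Its level was 2.11 CPM in KO LPS (95% interval 0.0535 to 11.8) and 154 CPM in WT LPS (138 to 171). The ratio of KO LPS over WT LPS was 0.0138 (0.000347 to 0.0772), so the labels and the gene point the same way. The log2 ratio of -5.60 moved most in cells with Y-linked UMIs and no Xist UMI, to -2.49, where KO LPS had only 24 cells.

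Inflammatory transcripts were far lower in KO LPS. All 24 inflammatory response genes with enough UMIs had a lower level there, with a median log2 ratio of -2.95 (-3.41 to -2.57) that lay below every matched random list (percentile 0.0). The median moved most in the Y-positive cells, to -2.33. With the 5 genes at 0 UMIs in KO LPS set to their bound, it was -2.62. Summed over the list, the level was 1076 CPM in KO LPS and 10340 CPM in WT LPS, a 9.61-fold difference (8.81 to 10.5). Of the WT LPS sum, 4027 CPM came from Saa3 alone, which had 0 UMIs in KO LPS. The summed difference is therefore smaller without this gene. Gpr84 (chromosome 15, 103216662 to 103219039) was present at 76.1 CPM in KO LPS and 754 CPM in WT LPS. Nfkbia (chromosome 12, 55535332 to 55539432) was present at 230 and 1157 CPM. Lcn2 (chromosome 2, 32274645 to 32278264) had 0 UMIs in KO LPS and 951 UMIs in WT LPS, at least 68.6-fold lower against the floor of 3 counts. The smallest difference in the list was that of Nlrp3 (chromosome 11, 59432394 to 59457782), with a ratio of 0.673 (0.498 to 0.895).

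**Figure D1:**
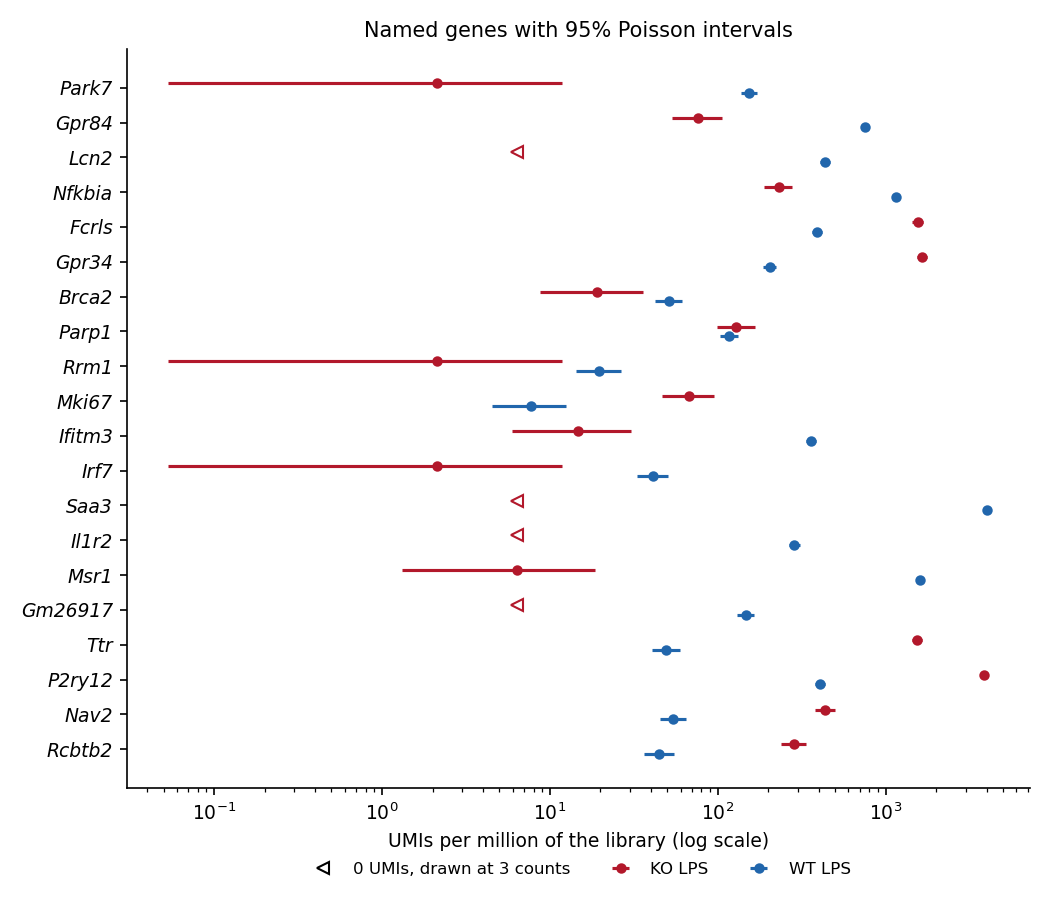
Levels of Park7, genes named in the study text with at least 20 UMIs and the genes with the most extreme ratios, in CPM on a log scale, for KO LPS (red) and WT LPS (blue). Bars are 95% Poisson intervals and open triangles mark genes with 0 UMIs, drawn at 3 counts. Park7 sits at 2.11 CPM in KO LPS and 154 CPM in WT LPS.

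The lowest ratios of all genes with at least 200 UMIs included Saa3, which belongs to the inflammatory response list, and genes outside that list. Saa3 (chromosome 7, 46361422 to 46365576) had 8809 UMIs in 743 cells of WT LPS and 0 UMIs in KO LPS, at least 635-fold lower. Saa3 has close relatives in its gene family, so that its counts may include theirs. Il1r2 (chromosome 1, 40113239 to 40164391) had 626 UMIs in WT LPS and 0 in KO LPS (at least 45.1-fold lower). Gm26917, a non-coding transcript placed by symbol in neither annotation, had 321 and 0 UMIs (at least 23.1-fold lower). Msr1 (chromosome 8, 40034726 to 40095714) had 3 UMIs in KO LPS and 3491 in WT LPS, a ratio of 0.00397 (0.000819 to 0.0116).

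Homeostatic microglial transcripts were higher in KO LPS. All 15 genes of this list had a higher level, with a median log2 ratio of 1.49 (1.32 to 1.56; percentile 100). The ratio of summed UMIs moved this value most, to 0.89. The ratio was 3.97 (3.595 to 4.391) for Fcrls, which has no GRCm39 position under this symbol, and 8.14 (7.23 to 9.16) for Gpr34 (X chromosome, 13489625 to 13507116). P2ry12 (chromosome 3, 59123682 to 59170429) had the largest difference, 9.47-fold (8.74 to 10.3). Gpr34 and P2ry12 lie inside other protein-coding genes on the opposite strand. Nav2 (chromosome 7, 48558464 to 49259838) was 8.04-fold and Rcbtb2 (chromosome 14, 73360477 to 73445338) 6.37-fold higher in KO LPS. Among genes with at least 200 UMIs, the highest ratio was that of Ttr, a choroid plexus transcript (chromosome 18, 20797253 to 20807467), at 31.2 (25.4 to 38.5), with 89.4% of its 728 UMIs in KO LPS from 3 cells.

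Both interferon lists were lower in KO LPS. For the type I list, all 22 genes were lower and the median log2 ratio was -3.34 (-3.77 to -2.87; percentile 0.0), or -2.36 with the 8 genes at 0 UMIs set to their bound. The Y-positive cells moved it most, to -1.60. The summed level was 471 CPM in KO LPS and 2116 CPM in WT LPS. Ifitm3 (chromosome 7, 140589499 to 140591282) had 7 UMIs in KO LPS and 786 in WT LPS, a ratio of 0.0412 (0.0165 to 0.0853), and close paralogs that could share its counts. Irf7 (chromosome 7, 140842619 to 140846398) had 1 and 90 UMIs, a ratio of 0.0514 (0.00129 to 0.294). Within the list, Zbp1 (chromosome 2, 173033815 to 173060724) was lowest (0 and 156 UMIs, at least 11.3-fold lower), and Herc6 (chromosome 6, 57557932 to 57642597) did not differ beyond counting error, with a ratio of 0.897 (0.637 to 1.24). For the type II list, 15 of 16 genes were lower, with a median log2 ratio of -1.20 (-1.50 to -0.93; percentile 0.01), or -1.05 with the 2 zero genes at their bound, and summed levels of 824 and 1820 CPM. Cd274 (chromosome 19, 29344529 to 29365495) had 0 and 83 UMIs (at least 5.98-fold lower), and Irgm2 (chromosome 11, 58090444 to 58113615), which overlaps its relative Igtp and is uncertain for that reason, did not differ beyond counting error, with a ratio of 1.05 (0.643 to 1.64). Cxcl9 (chromosome 5, 92469206 to 92475945) had 0 UMIs in KO LPS and 8 in WT LPS, and a difference was not detectable at this depth. Ciita (chromosome 16, 10297923 to 10347694) had 0 UMIs in both libraries and Tnfrsf9 (chromosome 4, 150999019 to 151030559) had 0 and 1.

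Transcripts of the DNA replication and repair list were lower in KO LPS for 19 of 22 genes, with a median log2 ratio of -1.32 (-2.05 to -1.11; percentile 0.0). Among Xist-positive cells the median moved to -0.69. Brca2 (chromosome 5, 150446057 to 150496080) had a ratio of 0.372 (0.166 to 0.731) and Rrm1 (chromosome 7, 102090890 to 102119709) 1 and 43 UMIs, a ratio of 0.108 (0.00266 to 0.632). Parp1 (chromosome 1, 180396443 to 180431307) did not differ beyond counting error, at 1.11 (0.822 to 1.47). Gmnn (chromosome 13, 24935812 to 24946084) was lowest, with 0 and 59 UMIs (at least 4.25-fold lower), and the ratio of Tyms (chromosome 5, 30263198 to 30278633) was 1.503 (0.738 to 2.87).

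The mitosis list had only 4 genes with at least 20 UMIs. Their median log2 ratio was 2.47 (1.92 to 2.98; percentile 99.99), but 83.6% of the 128 mitosis UMIs of KO LPS lay in 3 cells. Without the 3 cells of each library with most mitosis UMIs, a check chosen after the data had been seen, the summed levels were 45.1 CPM in KO LPS and 55.5 CPM in WT LPS, a ratio of 0.812 (0.485 to 1.30), and no difference was detectable. Subtracting ambient UMIs moved the median most, to 5.95. Mki67 (chromosome 7, 135291513 to 135318299) had 32 UMIs in 5 cells of KO LPS and 17 UMIs in 6 cells of WT LPS. The ratios were 1.73 (0.890 to 3.21) for Top2a (chromosome 11, 98883769 to 98915062) and 3.57 (2.08 to 6.07) for Cenpe (chromosome 3, 134918298 to 134979372).

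The nuclear-retained and splicing list lay inside the range of matched random lists, with a median log2 ratio of 0.17 (0.11 to 0.25; percentile 65.8). Its extremes were Macf1 (chromosome 4, 123243384 to 123581331), at 2.55 (2.39 to 2.71), and Neat1 (chromosome 19, 5874736 to 5897132), at 0.545 (0.414 to 0.707). The mean of single-cell CPM values brought the list closest to 0, at 0.04. The antioxidant response list was lower in KO LPS for 11 of 14 genes, with a median log2 ratio of -1.29 (-1.52 to -0.96; percentile 0.01) that ranged from -1.41 to -1.01 over its alternatives. Mt2 (chromosome 8, 94898819 to 94900207) had 2 UMIs in KO LPS and 90 in WT LPS, a ratio of 0.103 (0.0123 to 0.382), and Gclc (chromosome 9, 77661797 to 77701770) had a ratio of 2.04 (1.35 to 3.03).

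**Figure D2:**
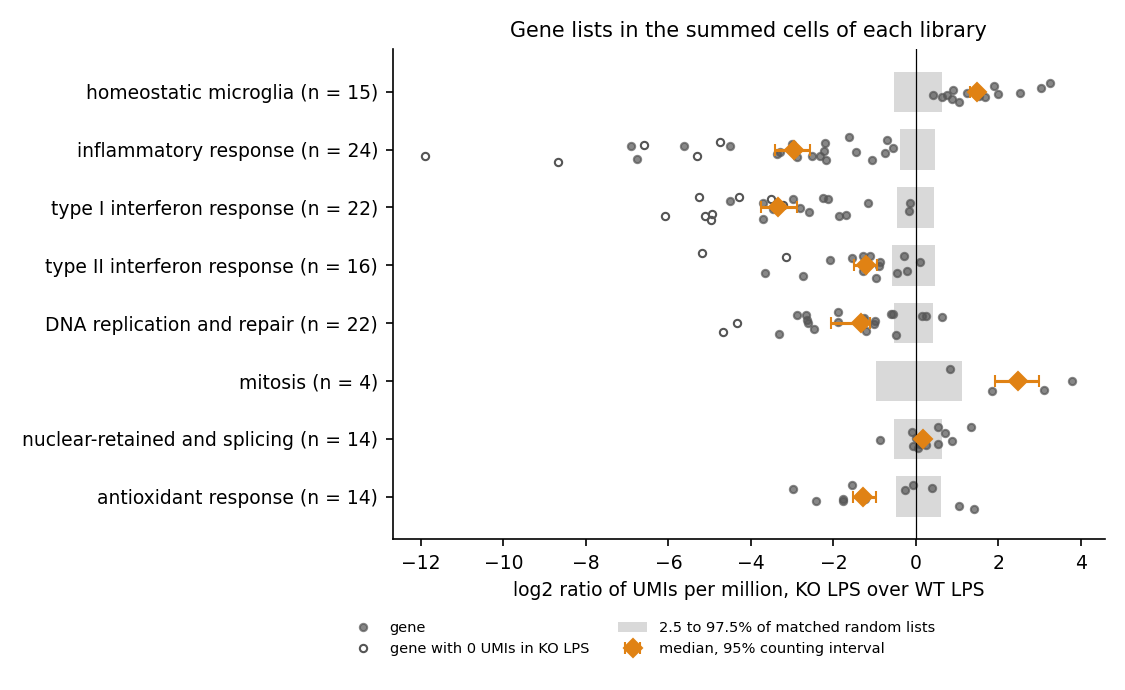
Log2 ratios of CPM, KO LPS over WT LPS, for the genes of each state list with at least 20 UMIs (points; open points have 0 UMIs in KO LPS). Diamonds are list medians with 95% counting intervals and grey bars hold the central 95% of matched random lists. The inflammatory median of -2.95 and the homeostatic median of 1.49 lie outside the grey bars, and the nuclear-retained median of 0.17 lies inside.

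The immediate early and dissociation list did not stand apart, with a median log2 ratio of -0.06 (-0.53 to 0.16; percentile 44.7). The lists of other cell types were summed. The levels in KO LPS and WT LPS were 21.1 and 17.8 CPM for monocytes and 23.3 and 12.8 CPM for neurons, each without a difference beyond counting error. Border macrophage genes summed to 52.8 and 43.4 CPM, but with opposite differences: Mrc1 had all 25 UMIs of this list in KO LPS and a ratio of 5.51 (2.96 to 10.3), while F13a1 had 0 UMIs in KO LPS and 48 in WT LPS (at least 3.46-fold lower). B lymphocyte genes summed to 108 and 57.1 CPM, but Ighm held 48 of the 51 UMIs in KO LPS. Cd79b had 3 and 30 UMIs, a ratio of 0.462 (0.0903 to 1.49), so the sum does not show more B lymphocytes. Endothelial genes summed to 78.2 and 16.0 CPM. Neutrophil genes had 0 UMIs in KO LPS, with an upper 95% limit of 7.80 CPM, and 69.5 CPM in WT LPS. T or NK lymphocyte genes, of which only 2 of 8 were in the matrices, had 0 and 2 UMIs, and erythroid genes 0 and 7 UMIs. Astrocyte genes summed to 393 and 202 CPM (median log2 ratio 1.01, percentile 96.3), oligodendrocyte genes to 110 and 73.1 CPM (0.76, percentile 89.8), and choroid plexus genes to 1748 and 54.4 CPM.

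The share of cells with list UMIs was compared at 500 UMIs per cell, in 319 cells of KO LPS and 1423 cells of WT LPS. Shallower cells were left out, which were 342 and 648. At least 3 inflammatory UMIs were present in 2.51% of cells in KO LPS (1.09 to 4.88) and in 57.3% in WT LPS (54.7 to 59.9). Droplets filled only with ambient RNA would reach 1.10% and 44.0%. These backgrounds are upper limits, as the ambient share of cell UMIs was estimated as 31.3% in WT LPS and held at 50% in KO LPS. The KO LPS share was hardly above its limit. How much of the WT LPS share was ambient was not determined. The unthinned shares were 7.87% and 63.7%. Thinning to 1000 UMIs moved the difference of the inflammatory shares from -54.8 to -78.5 percentage points. For the type I interferon list, 1.57% (0.511 to 3.62) and 10.7% (9.12 to 12.4) of cells were counted, against backgrounds of 0.143% and 3.92% and unthinned shares of 2.42% and 26.8%. For the type II list, the shares were 1.88% (0.693 to 4.05) and 8.29% (6.91 to 9.85), the backgrounds 0.446% and 4.68% and the unthinned shares 5.75% and 25.6%. The antioxidant shares were 0.627% (0.0760 to 2.25) and 5.27% (4.17 to 6.56), with backgrounds of 0.272% and 0.428% and unthinned shares of 5.75% and 21.0%.

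Shares of the other state lists did not exceed the all-ambient background beyond counting error. As that background is an upper limit, this does not exclude a difference between the libraries. The intervals of the DNA replication and repair shares did not overlap. DNA replication and repair UMIs were present in 20.4% of cells in KO LPS (16.1 to 25.2) and 32.6% in WT LPS (30.2 to 35.1), with backgrounds of 17.4% and 36.5% and unthinned shares of 25% and 42.5%. Mitosis UMIs were present in 1.57% and 2.53%, below the backgrounds of 3.95% and 7.47% (unthinned 3.03% and 4.30%). The homeostatic list reached 99.1% and 97.3% (unthinned 98.2% and 94.3%) and the nuclear-retained list 99.7% and 99.9% (unthinned 99.2% and 99.8%), where backgrounds of at least 99.4% leave no room for a difference.

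**Figure D3:**
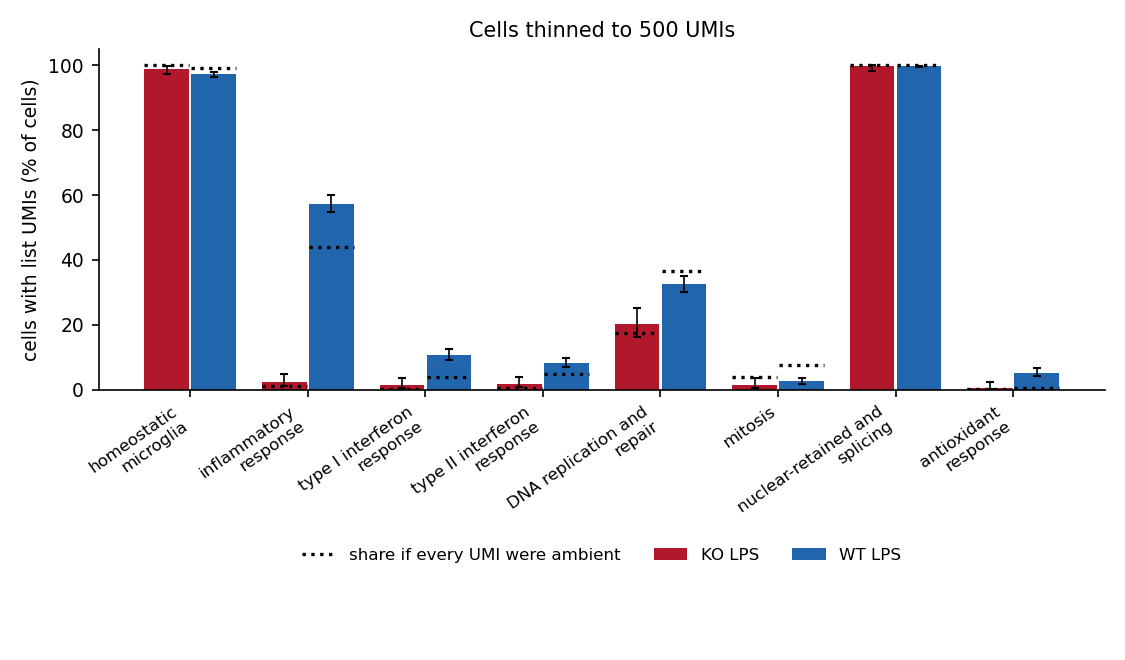
Share of cells with list UMIs (% of cells) after thinning to 500 UMIs, for KO LPS (red, 319 cells) and WT LPS (blue, 1423 cells), with exact 95% binomial intervals. Dotted lines mark the share that ambient RNA alone would give. The inflammatory share is 2.51% in KO LPS and 57.3% in WT LPS, beside ambient values of 1.10% and 44.0%.

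Clustering without the genes that differ between the libraries gave 3 clusters, which are given by number because no cell state was assigned to them. Cluster 1 had the highest nuclear-retained level, at 73450 CPM against 46700 and 46180 CPM. Cluster 2 had the highest inflammatory level, at 12430 CPM against 6618 and 8544 CPM. Cluster 3 was deepest, with a median of 1125 UMIs per cell against 583 and 486.5, so the clusters differ in depth as well as in content. Cluster 1 held 39.3% of the cells of KO LPS (35.6 to 43.2) and 37.3% of those of WT LPS (35.2 to 39.5). Cluster 2 held 33.3% (29.7 to 37.0) and 30.5% (28.5 to 32.6). Cluster 3 held 27.4% (24.0 to 31.0) and 32.2% (30.2 to 34.2). To match the libraries, 4.78% of the cells of 1 library would have to change cluster (1.71 to 8.63), while counting error alone reaches up to 5.60%. Leaving out the genes that differ favours such a small value by construction. With all 2000 variable genes included, this value moved to 77.1%, but those clusters are set by the very genes that differ.

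**Figure D4:**
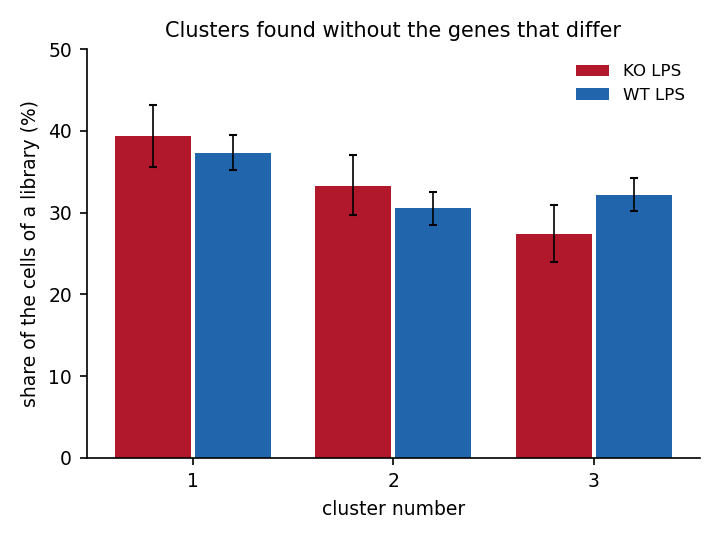
Share of the cells of each library (%) in the 3 clusters found without the genes that differ between the libraries, for KO LPS (red, 661 cells) and WT LPS (blue, 2071 cells). Bars carry exact 95% binomial intervals, and the intervals of the libraries overlap in each cluster.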

Values the study reported

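The study reported a clustering of 2931 microglial cells, of which 953 came from PARK7/DJ-1 KO mice and 1978 from WT mice. It described 5 clusters among these cells. By the level of Xist, 536 KO cells and 781 WT cells were assigned to females, and 417 KO cells and 1197 WT cells to males.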

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

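All tests in this part were chosen after the results were seen. Barcodes not called as cells entered the comparisons above only through the ambient profile. There were 9338 of them in KO LPS with 211635 UMIs, and 7928 in WT LPS with 876202 UMIs. Here 3 lists of other brain cell types stood above their level in WT LPS, which served as the control.

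Astrocyte genes summed to 524 CPM in these barcodes of KO LPS (interval 432 to 632) and to 265 CPM in those of WT LPS (232 to 301). Oligodendrocyte genes summed to 118 CPM (76.5 to 174) and 55.9 CPM (41.4 to 73.9). A smaller part of microglial RNA in the KO LPS droplets is argued against. Relative to the cells of the same library, homeostatic microglial genes outside the cells stood at 0.825 in KO LPS and 0.513 in WT LPS, a ratio of 1.61 (1.56 to 1.66), and 13 of the 15 genes went this way. The neuron and endothelial lists together, with a ratio of 1.16 (0.489 to 2.5) and 9 UMIs in KO LPS, did not decide it, as their interval holds the ratio of the astrocyte genes (1.98, interval 1.57 to 2.49). RNA of other brain cells in the KO LPS suspension remains a candidate explanation. Astrocyte genes were also higher within the cells, at 393 CPM against 202 CPM. That sum rests mostly on Slc1a3, with 128 of 186 UMIs in KO LPS and 330 of 441 in WT LPS. These lay in 106 and 271 cells, so the sum cannot tell astrocyte RNA from a difference in other cells. All 4 astrocyte genes with at least 20 UMIs were higher in KO LPS, while Gfap and Aqp4 had too few UMIs to compare. A technical difference between the libraries in tissue preparation cannot be separated from genotype, and no test bears on it.

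Choroid plexus genes summed to 822 CPM in the KO LPS barcodes not called as cells (705 to 954) and to 108 CPM in WT LPS (87.7 to 133). Within the cells they reached 1748 CPM in KO LPS and 54.4 CPM in WT LPS. A few cells of another type may account for most of the signal within the cells: the 3 highest cells held 89.5% of the choroid plexus UMIs of KO LPS, and a single cell with 2723 UMIs held 734 of them. Free RNA from lost choroid plexus cells may account for the rest, given the 822 CPM outside the cells. Without the 3 highest cells of each library the ratio was still 17.0 (10.7 to 27.9). Both point to choroid plexus tissue carried into the KO LPS suspension rather than to a change in microglia, and an effect of genotype was not tested.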

How the results depend on the processing

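The mitosis alternative without the highest cells was chosen after the data were seen, and all other alternatives had been planned. Of 193 alternative values, 147 stayed within the counting interval of the main value (or within 1.5-fold for cell numbers), 46 moved outside it and 0 reversed a value whose interval excluded 0. The cause of each move was not tested unless one is named. No paired analysis was possible because no label links a mouse of KO LPS to a mouse of WT LPS. The sex of cells, read from Xist and Y-linked UMIs, allows a comparison within each sex, though ambient RNA blurs it and no mouse is labelled. Park7 and the 7 lists with a value in both sexes kept their direction in both. No alternative moved the median of all genes by more than 0.1 on the log2 scale.

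The type II interferon list (-1.32 to -0.98) and the antioxidant list (-1.41 to -1.01) stayed within their intervals under all 13 alternatives each. Among Xist-positive cells without Y UMIs, the homeostatic median was 1.71, the DNA replication and repair median -0.69 and the nuclear-retained median 0.27. Among Y-positive cells without Xist UMIs, of which KO LPS had only 24, the log2 ratio of Park7 was -2.49, the inflammatory median -2.33, the type I interferon median -1.60 and the nuclear-retained median 0.28. Here KO LPS had 18406 UMIs, which limits how low a ratio can be. With the mean of single-cell CPM values, the inflammatory median was -2.39, the mitosis median 1.32 and the nuclear-retained median 0.04. After subtraction of ambient UMIs, the mitosis median was 5.95 and the nuclear-retained median 0.29. The ratio of summed UMIs gave 0.89 for the homeostatic list, -2.17 for type I interferon, -1.0 for DNA replication and repair and 1.87 for mitosis. A minimum of 100 UMIs gave -2.41 for type I interferon and -1.11 for DNA replication and repair, with fewer low genes tested.

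The mitosis median was 1.46 without a minimum count and 1.85 at 500 UMIs per cell. It fell to 0.35 without the 3 cells of each library with most mitosis UMIs, which shows that those cells carry it. No mitosis value was obtained in Y-positive cells or at a minimum of 100 UMIs, where no gene was left.

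Differences of shares (KO LPS minus WT LPS, percentage points) depended on depth by construction. Thinning to 300 UMIs gave 7.37 for the homeostatic list, -35.9 for inflammatory, -3.74 for type I interferon, -2.22 for type II interferon and -0.573 for antioxidant genes. Thinning to 1000 UMIs gave -78.5 for inflammatory, -26.4 for type I, -20.8 for type II and -15.6 for antioxidant genes. Without thinning, the values were 3.93 for homeostatic, -24.3 for type I, -19.8 for type II and -15.2 for antioxidant genes. With a minimum of 1 UMI they were -38.6 for type I, -25.0 for type II and -22.9 for antioxidant genes. The mitosis difference changed sign between -1.27 and 1.59 and the nuclear-retained difference between -0.962 and 0.285, both inside counting error. The homeostatic difference also changed sign, to -0.676 at 1000 UMIs, -0.182 with at least 1000 UMIs per cell and -0.173 with a minimum of 1 UMI.

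Cell numbers of KO LPS were 320 at 500 UMIs and 148 at 1000 UMIs per cell, and that of WT LPS was 770 at 1000 UMIs. The percentage of cells that would have to change cluster was 77.1 with all variable genes, 23.1 with genes centred within each library, 19.6 with component 1 included, 13.4 at resolution 1.2, 10.1 at 500 UMIs per cell and 10.2 in thinned cells. These exceed what counting error reaches in each setting. The values of the main setting, of resolution 0.4 (3.88) and of equal cell numbers (5.45) do not, but the removal of the genes that differ between the libraries favours small values there by construction, so they are no evidence of a like composition. The depth of KO LPS limits all results to genes with about 20 UMIs or more.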

Other observations

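All tests in this part were chosen after the results were seen, except that of the genes around Park7, whose prediction was written before its value was computed. The Xist-positive and ambient subtraction values had been chosen as settings before the data were seen, and were put to use as tests afterwards.

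The low level of inflammatory genes in KO LPS was weighed against technical explanations. Depth does not account for it: WT LPS UMIs drawn down to the KO LPS total held at least 4680 inflammatory UMIs in 1000 draws, against 509 in KO LPS. Among the 22 inflammatory genes listed in the KO LPS matrix, the median log2 ratio was -2.71, so missing entries are not the cause. A few abundant genes that take up counts would lower all genes alike, but the inflammatory median lay below the lower limit of matched random lists, by a log2 difference of -2.57. Xist-positive cells alone gave -3.06, and subtraction of the ambient profile gave -2.66. A few strongly expressing cells in WT LPS would not suffice, since at least 23.8% of its cells (19.1 to 28.4) must exceed the ambient level even if all others held ambient RNA alone. Monocytes or neutrophils in WT LPS would bring their own transcripts, which together reached only 87.3 CPM there beside 10340 CPM of inflammatory genes.

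It stays open whether the KO LPS cells came from mice without an LPS response. Only 2.51% of KO LPS cells carried 3 inflammatory UMIs of 500, which a strongly dampened response to LPS and a missing response (an ineffective injection, or a mislabelled treatment) would give alike. These cannot be told apart, because no untreated library was used here and each genotype is 1 library. For some genes, chosen after their values were seen, the difference was near complete. Cxcl10 had 0 UMIs in KO LPS and 169 in WT LPS, Ccl5 1 and 835, and Il1b 1 and 339, while B2m was present at 2025 and 4111 CPM. Other inflammatory genes differed less and kept UMIs in KO LPS, such as Nlrp3 (55 and 378), Ccl4 (33 and 249) and Il1a (19 and 151). Neutrophil genes had 170 UMIs in 156 barcodes of WT LPS not called as cells and 0 in those of KO LPS. Erythroid genes went the same way in these barcodes, with 321 UMIs in WT LPS and 2 in KO LPS. The neutrophil counts therefore cannot decide whether KO LPS lacked a response. An untreated single-cell library of each genotype, prepared alike, would bear on this.

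The number of KO LPS cells here was 661. That is lower than the value quoted from the study above, though by less than 1.5-fold. A looser ambient test in the study is argued against, because only 676 barcodes of the KO LPS matrix have at least 100 genes, fewer than the cells it counted. The matrix was not trimmed to barcodes with UMIs either, as 167 barcodes held 0. The reason for the gap was not found, and no biological explanation was tested. It stays open whether the study analysed the same KO LPS matrix as the one used here, and every KO LPS value rests on that matrix. The number of clusters here was 3. That is lower than the value quoted from the study above. The number ranged from 2 to 9 over the other settings, with 9 when all variable genes were included, so the direction of this difference depends on the setting.

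Mitosis genes were higher in KO LPS, and a few cells may explain this: the 3 highest cells held 83.6% of the mitosis UMIs of KO LPS, and 1 cell with 3359 UMIs held 73 of 128. In WT LPS the 3 highest cells held 25.3%. Whether such cells are dividing microglia, and whether genotype plays a part, was not tested.

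Genes within 5 Mb of Park7 differed between the libraries more than matched genes. The median absolute log2 ratio of 71 genes was 0.90, above the range of matched lists (0.46 to 0.82; percentile 99.8). Of 9340 genes with at least 20 UMIs, 91.6% could be placed. The percentile was 99.7 without Angptl7, 97.8 within 2 Mb and 98.8 within 10 Mb. Neighbouring genes that differ together anywhere in the genome would give many such regions, but 0.0% of 168 tiles of 10 Mb reached this percentile. This is consistent with DNA of another strain around the Park7 gene trap, since the designation of the line names a 129 strain beside the C57BL/6NCrl background it was backcrossed to, although many generations of backcrossing limit how much such DNA could remain. A strain difference in the transcripts, in their match to the reference, or an effect of Park7 on its neighbours would look alike, and none of these was tested separately.

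Within this region Angptl7 (chromosome 4, 148579639 to 148584923, minus strand) was found only in KO LPS, with 57 UMIs in 46 cells against 0 UMIs in WT LPS, at least 87.9-fold higher. It was chosen after its values were seen. A few cells do not account for it, as the 3 highest held 15.8% of its UMIs. Angptl7 lies inside Mtor on the opposite strand, and Mtor itself did not differ (7 and 39 UMIs, ratio 0.830, interval 0.313 to 1.88), so reads of Mtor are no ready source. A transcript of the introduced strain remains a hypothesis, for which the percentile of 99.8 around Park7 is the only test here.

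The sexes were unequally represented. Xist reached 2232 CPM in KO LPS and 868 CPM in WT LPS and was found in 51.4% (47.6 to 55.3) and 38.9% (36.8 to 41.0) of cells, or 51.1% and 28.7% at 500 UMIs. The 4 Y-linked genes reached 95.1 and 199 CPM. Cells with an Xist UMI numbered 340 in KO LPS. That is lower than the value quoted from the study above, and KO LPS also had fewer cells in all. In WT LPS there were 805. That is close to the value quoted from the study above. A larger part of female cells in KO LPS would give this pattern. As a cause of the inflammatory difference it is argued against by the value of -3.06 among Xist-positive cells.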
